# Deferasirox, a novel oral iron chelator, shows antiproliferative activity against pancreatic cancer in vitro and in vivo

**DOI:** 10.1186/s12885-016-2744-9

**Published:** 2016-08-31

**Authors:** Hirofumi Harima, Seiji Kaino, Taro Takami, Shuhei Shinoda, Toshihiko Matsumoto, Koichi Fujisawa, Naoki Yamamoto, Takahiro Yamasaki, Isao Sakaida

**Keywords:** Deferasirox, Iron chelator, Pancreatic cancer

## Abstract

**Background:**

Iron is essential for cell replication, metabolism and growth. Because neoplastic cells have high iron requirements due to their rapid proliferation, iron depletion may be a novel therapeutic strategy for cancer. Deferasirox (DFX), a novel oral iron chelator, has been successful in clinical trials in iron-overload patients and has been expected to become an anticancer agent. However, no studies have investigated the effects of DFX on pancreatic cancer. This study aimed to elucidate the effects of DFX against pancreatic cancer.

**Methods:**

The effects of DFX on cell cycle, proliferation, and apoptosis were examined in three human pancreatic cancer cell lines: BxPC-3, HPAF-II, and Panc 10.05. The effect of orally administered DFX on the growth of BxPC-3 pancreatic cancer xenografts was also examined in nude mice. Additionally, microarray analysis was performed using tumors excised from xenografts.

**Results:**

DFX inhibited pancreatic cancer cell proliferation in a dose-dependent manner. A concentration of 10 μM DFX arrested the cell cycle in S phase, whereas 50 and 100 μM DFX induced apoptosis. In nude mice, orally administered DFX at 160 and 200 mg/kg suppressed xenograft tumor growth with no serious side effects (*n* = 5; average tumor volumes of 674 mm^3^ for controls vs. 327 mm^3^ for 160 mg/kg DFX, *p* <0.05; average tumor volumes of 674 mm^3^ for controls vs. 274 mm^3^ for 200 mg/kg DFX, *p* <0.05). Importantly, serum biochemistry analysis indicated that serum levels of ferritin were significantly decreased by the oral administration of 160 or 200 mg/kg DFX (*n* = 5; average serum ferritin of 18 ng/ml for controls vs. 9 ng/ml for 160 mg/kg DFX, *p* <0.05; average serum ferritin of 18 ng/ml for controls vs. 10 ng/ml for 200 mg/kg DFX, *p* <0.05). Gene expression analysis revealed that most genes in pancreatic adenocarcinoma signaling, especially transforming growth factor-ß1 (TGF-ß1), were downregulated by DFX.

**Conclusions:**

DFX has potential as a therapeutic agent for pancreatic cancer. Iron depletion was essential for the antiproliferative effect of DFX in a preclinical model, and DFX acted through the suppression of TGF-ß signaling.

## Background

Pancreatic cancer is the fifth leading cause of cancer-related deaths, and the number of cases has been increasing in Japan [1]. It is the fifth and fourth leading cause of cancer-related deaths in Europe and in North America, respectively [2]. Pancreatic cancer is associated with the worst prognosis among solid tumors [3]; the 5-year survival rate of pancreatic cancer, including resectable cases, is not more than 10 % [4]. Surgical resection is the only potential curative therapy, but many patients with pancreatic cancer are not candidates for surgical resection at the time of diagnosis. For patients with unresectable pancreatic cancer, chemotherapy is recommended as the current standard care [5]. During the last two decades, gemcitabine has been the standard chemotherapy for pancreatic cancer. Recently, new combination chemotherapies have been developed, such as regimens combining fluorouracil, irinotecan, oxaliplatin, and leucovorin (FOLFIRINOX) or albumin-bound paclitaxel with gemcitabine [6, 7]. However, while combination chemotherapies have shown therapeutic advantages over single-agent gemcitabine, they also have a high incidence of side effects. In addition, more than half of pancreatic cancer patients are diagnosed at an age of 65 years or older [4]. Therefore, a new chemotherapeutic strategy for pancreatic cancer is required for these patients with refractory chemotherapy due to side effects and/or advanced age.

Iron is essential for cell replication, metabolism and growth [8]. Because neoplastic cells have high iron requirements due to their rapid proliferation, iron depletion could be a novel therapeutic strategy for cancer [9]. Although iron chelators, which are commonly used for treating iron-overload disease, are not classified as anticancer drugs; they exert antiproliferative effects in several cancers [10–12]. We have reported that deferoxamine (DFO), a standard iron chelator, can prevent the development of liver preneoplastic lesions in rats [13]. We also performed a pilot study using DFO in advanced hepatocellular carcinoma patients and reported the efficacy of this iron chelator [14]. Considering the mechanism of action of iron chelators as anticancer agents, as well as other cancers, iron chelators are thought to be effective pancreatic cancer treatments. Kovacevic et al. reported that thiosemicarbazone iron chelators inhibited pancreatic cancer growth in vitro and in vivo [15]. Therefore, iron chelators represent a potential therapeutic strategy for pancreatic cancer. However, most iron chelators, including DFO and thiosemicarbazones, cannot be administered orally, thus limiting their clinical application.

Recently, deferasirox (DFX), a newly developed oral iron chelator, was successful in clinical trials in iron-overload disease patients and has been implemented as an alternative to DFO [16]. A number of in vitro and in vivo studies have demonstrated that DFX has powerful antiproliferative effects [17]. To our knowledge, there have been no studies investigating the effects of DFX against pancreatic cancer. Therefore, this study aimed to evaluate the antiproliferative activity of DFX against pancreatic cancer in vitro and in vivo.

## Methods

### Cell culture

The pancreatic cancer cell lines BxPC-3, HPAF-II, and Panc 10.05 were obtained from the American Type Culture Collection (Manassas, VA, USA). BxPC-3 and Panc 10.05 cells are epithelial cell lines that were derived from pancreatic adenocarcinomas. The HPAF-II cell line consists of epithelial cells derived from ascites that originated from pancreatic adenocarcinomas.

BxPC-3 cells were grown in RPMI-1640 (Life Technologies, Carlsbad, CA, USA) with 10 % (v/v) fetal calf serum. HPAF-II cells were grown in Eagle’s medium (Life Technologies) with 10 % (v/v) fetal calf serum. Panc 10.05 cells were grown in RPMI-1640 (Life Technologies) containing 10 units/ml of human recombinant insulin, and 15 % (v/v) fetal calf serum. All media were supplemented with 50 μg/ml gentamicin. All cells were incubated at 37 °C in a humidified atmosphere containing 5 % CO_2_.

### Reagents

The oral iron chelator DFX was obtained from Novartis (Basel, Switzerland). For in vitro studies, DFX was dissolved in dimethyl sulfoxide at a stock concentration of 100 mM and was used at the concentrations indicated in the results and figures by dilution in culture media containing 10 % fetal calf serum. For in vivo studies, DFX was dissolved in sodium chloride solution (0.9 % w/v; Chemix Inc., Shinyokohama Kohoku-ku, Yokohama, Japan).

### Cell proliferation

Cellular proliferation was examined using the 3-(4,5-dimethylthiazol-2-yl)-5-(3-carboxymethoxyphenyl)-2-(4-sulfophenyl)-2H-tetrazolium, inner salt (MTS) assay. Cell suspensions (2,000 cells/100 μl) were added to each well in a 96-multiwell culture plate (BD Bioscience, San Jose, CA, USA) and incubated at 37 °C for 24 h. The indicated concentrations of DFX were then added to each well, and the cells were incubated for a further 72 h. At the end of the culture period, 10 μl of MTS solution (Promega, Madison, WI, USA) was added to each 100 μl of culture media and incubated for 2 h. Absorbance at 490 nm was measured with a multimode reader (Infinite 200 PRO, Tecan Trading, AG, Switzerland), and the results are expressed as the percentage viable with respect to the untreated control.

### Cell cycle analysis

Each pancreatic cancer cell line was seeded into 100-mm dishes and cultured with phosphate-buffered saline (PBS) as a vehicle control or DFX at 10, 50, or 100 μM for 72 h. After incubation, the cells were fixed with 70 % ethanol and stored overnight at −20 °C. The cells were washed and then stained with a solution containing 0.1 % Triton® X-100 (Promega), 0.02 mg/ml propidium iodide (PI; Sigma-Aldrich, St. Louis, MO, USA), and 0.2 mg/ml RNase A (Qiagen, Hilden, Germany) in the dark at 37 °C for 15 min. After staining, the cells were subjected to cellular DNA content examination by a flow cytometer (Gallios, Beckman Coulter, Fullerton, CA, USA). The data were analyzed by Multicycle for Windows software (Beckman Coulter).

### Apoptosis analysis by flow cytometry

For the apoptosis analysis, the cells were cultured as described above. After harvesting, apoptosis was evaluated with an apoptosis detection kit (Annexin V Apoptosis Detection Kit APC, eBioscience, San Diego, CA, USA) according to the manufacturer’s instructions. After staining, the cells were examined using a flow cytometer (Gallios, Beckman Coulter). The data were analyzed by FlowJo software (Tree star, Ashland, OR, USA).

### Apoptosis analysis with the luminescence assay

Cell suspensions (2,000 cells/100 μl) were added to each well of a 96-multiwell culture plate (BD Bioscience) and were incubated at 37 °C for 24 h. PBS as a vehicle control or the indicated concentrations of DFX were then added to each well, and the cells were further incubated for 48 h. Immediately after the incubation, caspase activity was measured using the caspase 3/7 assay kit (Caspase-Glo 3/7 kit, Promega) according to the manufacturer’s instructions.

### Tumor xenografts in nude mice and deferasirox administration

Animal care was performed in accordance with the animal ethics requirements at Yamaguchi University School of Medicine, and the experimental protocol was approved (approval ID 21-035). Twenty female BALB/c (nu/nu) mice were purchased from Nippon SLC (Shizuoka, Japan) and were housed in sterile conditions. Experiments commenced when the mice were 8–10 weeks of age. Tumor cells (BxPC-3) in culture were harvested and resuspended in a 1:1 ratio of RPMI-1640 and Matrigel (BD Bioscience). Viable cells (5 × 10^6^ cells) were injected subcutaneously into the backs of the mice. After engraftment, tumor size was measured using Vernier calipers every 2 days, and tumor volume was calculated as follows: tumor volume (mm^3^) = (the longest diameter) (mm) × (the shortest diameter) (mm)/2. When tumor volumes reached 150 mm^3^, oral treatment began (day 0). Each group of mice (*n* = 5) received DFX suspended in saline, which was administered by oral gavage every second day, with three treatments per week, over 21 days at concentrations of 120, 160, or 200 mg/kg. The control mice were treated with the vehicle alone. At the end of the experiment, the mice were sacrificed, and the tumors were excised and processed for immunohistochemistry and genetic analyses. A total of 20 blood samples were collected simultaneously during tumor removal. Serum levels of ferritin were measured using the enzyme-linked immunoassay method (Mouse Ferritin ELISA kit, Kamiya Biochemical Company, Seattle, WA, USA). Serum biochemistry with the exception of ferritin was analyzed by YAMAGUCHI Laboratory Co., Ltd. (Ube, Japan).

### Immunohistochemistry

The removed tumors were fixed in 4 % paraformaldehyde (Muto-kagaku, Tokyo, Japan), sectioned, and embedded in paraffin. Immunohistochemistry was performed as previously described on the paraffin sections with antibody specific to ferritin-H (Anti-Ferritin Heavy Chain antibody, AbCam, Cambridge, MA, USA) [18]. The slides were scored according to the intensity of the immunoreactivity and the percentage of epithelial cells stained [19].

### The detection of gene expression alternation in resected tumors induced by deferasirox administration

#### Total RNA isolation

A total of six tumors were genetically analyzed. Of these, three tumors were removed from vehicle-treated mice, and the other three tumors were removed from DFX 200 mg/kg-treated mice. According to the manufacturer’s instructions, total RNA was isolated from the removal tumors using TRIzol Reagent (Invitrogen Corp., CA, USA) and purified using the SV Total RNA Isolation System (Promega). RNA samples were quantified using a NanoDrop ND-1000 spectrophotometer (Thermo Fisher Scientific Inc., Wilmington, DE, USA), and RNA quality was checked using an Experion automated electrophoresis station (Bio-Rad Laboratories Inc., Hercules, CA, USA).

### Gene expression microarrays

The cRNA was amplified, labeled, and hybridized to a 60K Agilent 60-mer oligomicroarray according to the manufacturer’s instructions. All hybridized microarray slides were scanned by an Agilent scanner. Relative hybridization intensities and background hybridization values were calculated using Agilent Feature Extraction Software (9.5.1.1).

### Data analysis and filter criteria

The raw signal intensities of all samples were log_2_-transformed and normalized with a quantile algorithm from the ‘preprocessCore’ library package [20] on Bioconductor software [21]. We selected the probes, excluding the control probes, where the detection *p*-values of all samples were less than 0.05, and used them to identify differentially expressed genes. To determine significant enrichment canonical pathways, we used the tools and data provide by the Ingenuity Pathway Analysis (IPA) (Ingenuity Systems, INC. http://www.ingenuity.com). The results are the comparisons of tumors removed from vehicle-treated mice vs. the tumors removed from DFX 200 mg/kg-treated mice.

### Statistical analyses

All obtained data are calculated and expressed as the mean ± SD. In the in vitro experiments, the differences were analyzed statistically using 1-way ANOVA, followed by Dannett’s test. In the in vivo experiments, the differences were analyzed statistically using the Kruskal-Wallis H test, followed by Steel’s test. JMP 9 statistical software (SAS Institute Inc., Cary, NC, USA) was used in the analysis. Values of *p* <0.05 were considered significant.

## Results

### DFX inhibited cell proliferation in pancreatic cancer cell lines

To examine the antiproliferative activity of DFX against pancreatic cancer in vitro, the pancreatic cancer cell lines BxPC-3, HPAF-II, and Panc 10.05 were incubated with either vehicle control (PBS) or the indicated concentrations of DFX for 72 h; then, the cell survival rates were measured using the MTS assay. The cell survival rates are shown in Fig. 1. Incubation of all three cell lines with DFX inhibited cellular proliferation in a dose-dependent manner. DFX had the same level of antiproliferative activity in all three cell lines. As indicated in Table 1, the IC_50_ values for the BxPC-3, HPAF-II, and Panc 10.05 pancreatic cancer cell lines were 7.3 ± 1.0, 5.6 ± 1.0, and 6.1 ± 0.2 μM, respectively. There were no significant differences in the IC_50_ values of each pancreatic cancer cell line.

**Fig. 1:**
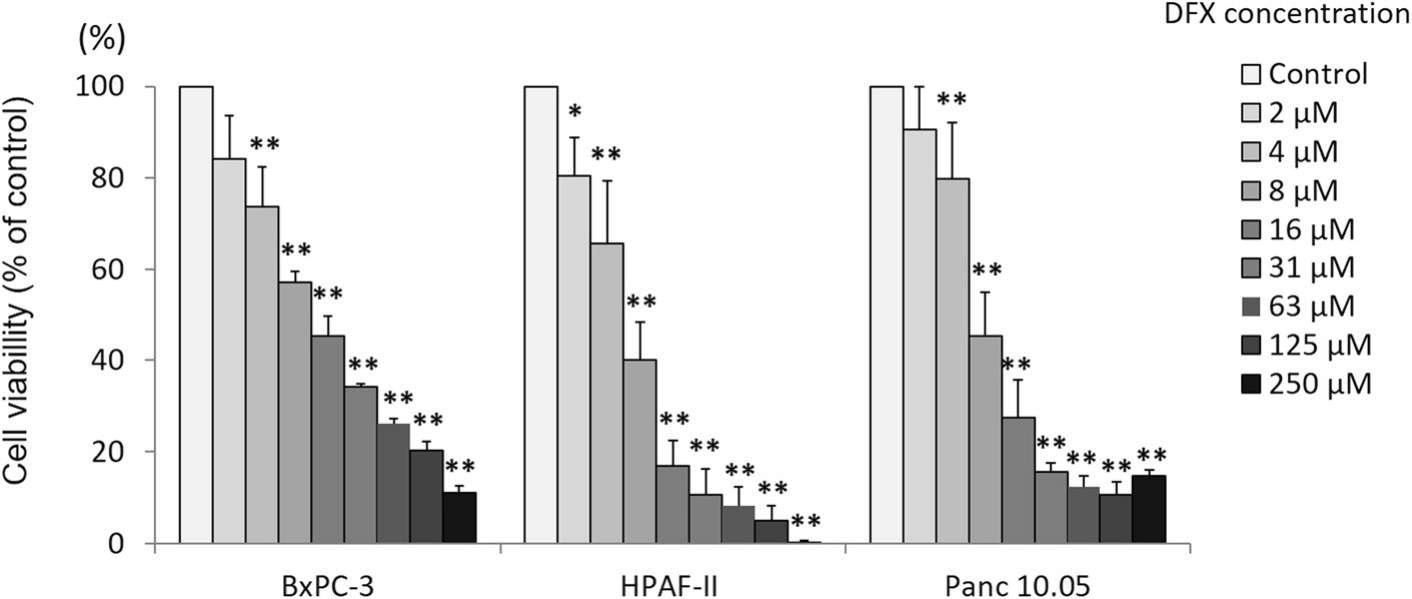
DFX inhibited the proliferation of pancreatic cancer cell lines. Cell proliferation was measured using the MTS assay after cells were treated with DFX 72 h. The viability of BxPC-3, HPAF-II, and Panc 10.05 cells incubated with DFX decreased in a dose-dependent manner. The data are presented as the mean ± SD (*n* = 3–5). *p <0.05, **p <0.01 vs. control

**Table 1:** IC_50_ values of DFX in three pancreatic cancer cell lines after a 72-h incubation

	BxPC-3	HPAF-II	Panc 10.05
IC_50_ (μM)	7.3 ± 1.0	5.6 ± 1.0	6.1 ± 0.2

### DFX arrested the cell cycle at the S phase in pancreatic cancer cell lines

To explore the mechanism of the antiproliferative activity of DFX, the pancreatic cancer cell lines BxPC-3, HPAF-II, and Panc 10.0 were incubated with either the vehicle control (PBS) or 10, 50, or 100 μM concentrations of DFX for 72 h, and the cell cycle was examined with flow cytometry using PI staining. The analyzed results are shown in Fig. 2a, and the percentage of S phase cells are highlighted in pink. The percentage of S phase cells for each concentration of DFX is shown in Fig. 2b. In all three cell lines, the percentage of S phase cells incubated with 10 μM concentration of DFX was increased. These results demonstrated that 10 μM DFX arrested the cell cycle of pancreatic cancer cells in S phase.

**Fig. 2:**
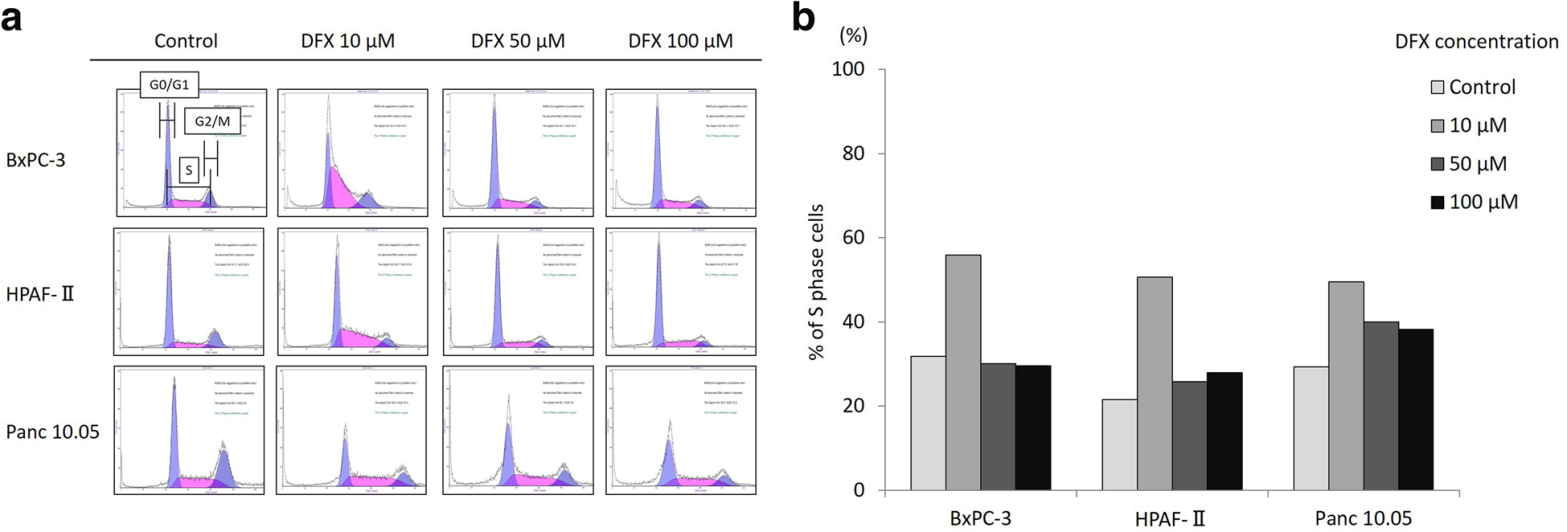
DFX arrested the cell cycle at the S phase in pancreatic cancer cell lines. **a** BxPC-3, HPAF-II, and Panc 10.05 cells were incubated with the vehicle control (PBS) or DFX at concentrations of 10, 50, or 100 μM for 72 h. The cell cycle phase of the treated cells was examined by flow cytometry. The percentages of S phase cells are highlighted in pink. **b** The percentages of S phase cells in each concentration of DFX are shown. When the cells were treated with 10 μM DFX, the number of cells in S phase increased in all three cell lines (*n* = 1)

### DFX induced apoptosis in pancreatic cancer cell lines

To further characterize the mechanisms of the antiproliferative activity of DFX, the pancreatic cancer cell lines BxPC-3, HPAF-II, and Panc 10.0 were incubated with either the vehicle control (PBS) or concentrations of 10, 50, or 100 μM of DFX for 72 h, and apoptosis was examined by flow cytometry using PI and Annexin V staining. The results are shown in Fig. 3a. The amount of live cells was defined as the number of cells negative for both Annexin V and PI. The amount of cells in early apoptosis was defined as cells positive for Annexin V only, whereas late apoptosis was defined as cells positive for both Annexin V and PI. The amount of necrotic cells was defined as the cells negative for Annexin V but positive for PI. The percentages of live, apoptotic, and necrotic cells are shown in Fig. 3b. Incubation with 50 or 100 μM DFX significantly decreased the number of live cells compared with control cells in all three cell lines. Moreover, incubation with 50 or 100 μM DFX typically increased the number of cells in late apoptosis in all three cell lines. Apoptosis was also examined by measuring the caspase 3/7 activity with a luminescence assay. The analyzed results are shown in Fig. 4. In all three cell lines, the caspase 3/7 activities were significantly higher in cells incubated with 100 μM of DFX compared with control cells. These results demonstrated that 50 and 100 μM DFX induced apoptosis in pancreatic cancer cells.

**Fig. 3:**
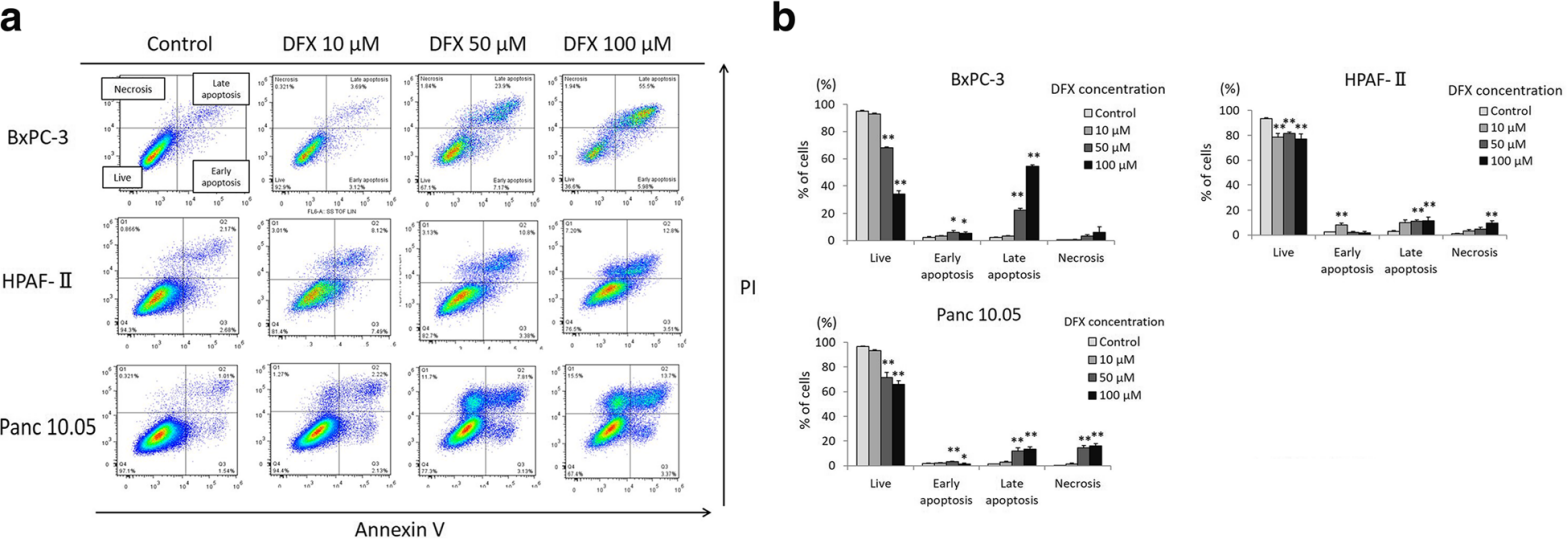
DFX induced apoptosis in pancreatic cancer cell lines. **a** BxPC-3, HPAF-II, and Panc 10.05 cells were incubated with the vehicle control (PBS) or DFX at 10, 50, or 100 μM for 72 h. DFX-treated BxPC-3, HPAF-II, and Panc 10.05 cells were stained with Annexin V/PI and examined by flow cytometry. **b** The percentages of live, apoptotic, and necrotic cells are presented as the mean ± SD (*n* = 3). *p <0.05, **p <0.01 vs. control

**Fig. 4:**
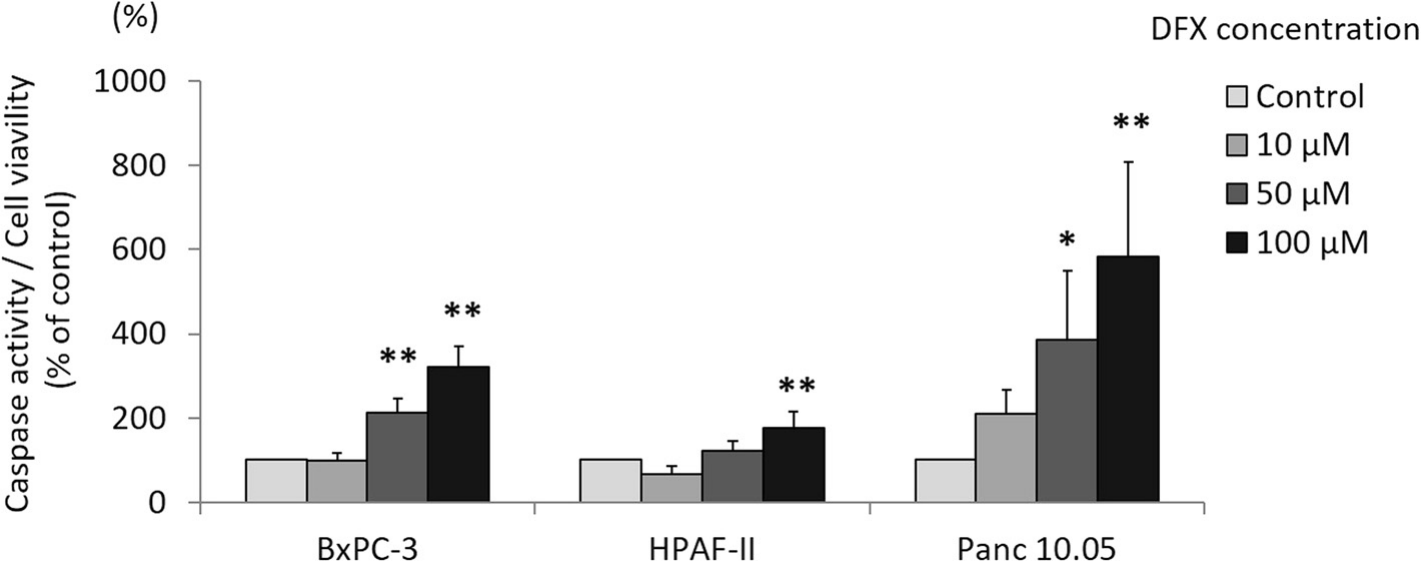
DFX increased caspase 3/7 activity in pancreatic cancer cell lines. BxPC-3, HPAF-II, and Panc 10.05 cells were incubated with the vehicle control (PBS) or DFX at concentrations of 10, 50, or 100 μM for 48 h. Immediately after the incubation, caspase 3/7 activity was measured using a luminescence assay and corrected for cell viability determined using the MTS assay. The corrected caspase 3/7 activities of BxPC-3, HPAF-II, and Panc 10.05 cells incubated with DFX increased in a dose-dependent manner. The data are presented as the mean ± SD (*n* = 3). *p <0.05, **p <0.01 vs. control

### DFX inhibited the growth of human pancreatic cancer xenografts

Next, the antiproliferative activity of DFX against pancreatic cancer was assessed in vivo using BxPC-3 pancreatic cancer xenografts in BALB/c nude mice. As DFX is given to patients orally, we administered DFX as a saline suspension given orally in accordance with previous studies [22, 23]. DFX administered orally at 160 and 200 mg/kg (every second day, three treatments per week for 21 days) resulted in marked inhibition of tumor growth as determined by measurements of tumor volume and tumor weight (Fig. 5a, b, and c). After 21 days of oral treatment with the vehicle control (saline solution), the tumor xenografts reached an average volume of 674 ± 150 mm^3^. In contrast, the tumor volumes were significantly reduced to 327 ± 45 and 274 ± 67 mm^3^ in mice treated with 160 and 200 mg/kg DFX, respectively (Fig. 5a). At the end of the experiment, the tumors were excised and measured. The control tumors weighed 0.6 ± 0.2 g, whereas tumors treated with 160 and 200 mg/kg oral DFX weighed significantly less than the control tumors at 0.4 ± 0.04 and 0.3 ± 0.1 g, respectively (Fig. 5c). Furthermore, in the blood sample examinations, DFX administered orally at 160 and 200 mg/kg for 3 weeks significantly decreased serum levels of ferritin to 8.6 ± 1.5 and 9.8 ± 1.5 ng/ml, respectively, compared with mice that received vehicle alone (18.3 ± 1.9 ng/ml; Table 2). While DFX administered at 160 and 200 mg/kg inhibited tumor growth and decreased the serum levels of ferritin, the mice did not show body weight loss or altered serum biochemistry, with the exception of the serum levels of ferritin (Fig. 5d and Table 2). On the other hand, DFX administered at 120 mg/kg did not significantly inhibit tumor growth, compared with mice administered vehicle alone. Additionally, it is important to note that DFX administered at 120 mg/kg also failed to reduce the serum levels of ferritin in mice. These observations are consistent with immunohistochemical studies on tumor xenografts that performed semi-quantitative analyses of tumor sections. While tumors treated with 160 and 200 mg/kg oral DFX significantly reduced ferritin-H protein levels compared with tumors treated with the vehicle alone, tumors treated with 120 mg/kg oral DFX did not significantly decrease the ferritin-H protein levels compared with tumors treated with the vehicle alone (Fig. 6a and b). These data indicated that tumor growth could be suppressed when tumors were treated with a sufficient dose of DFX, which functions as an iron chelator.

**Fig. 5:**
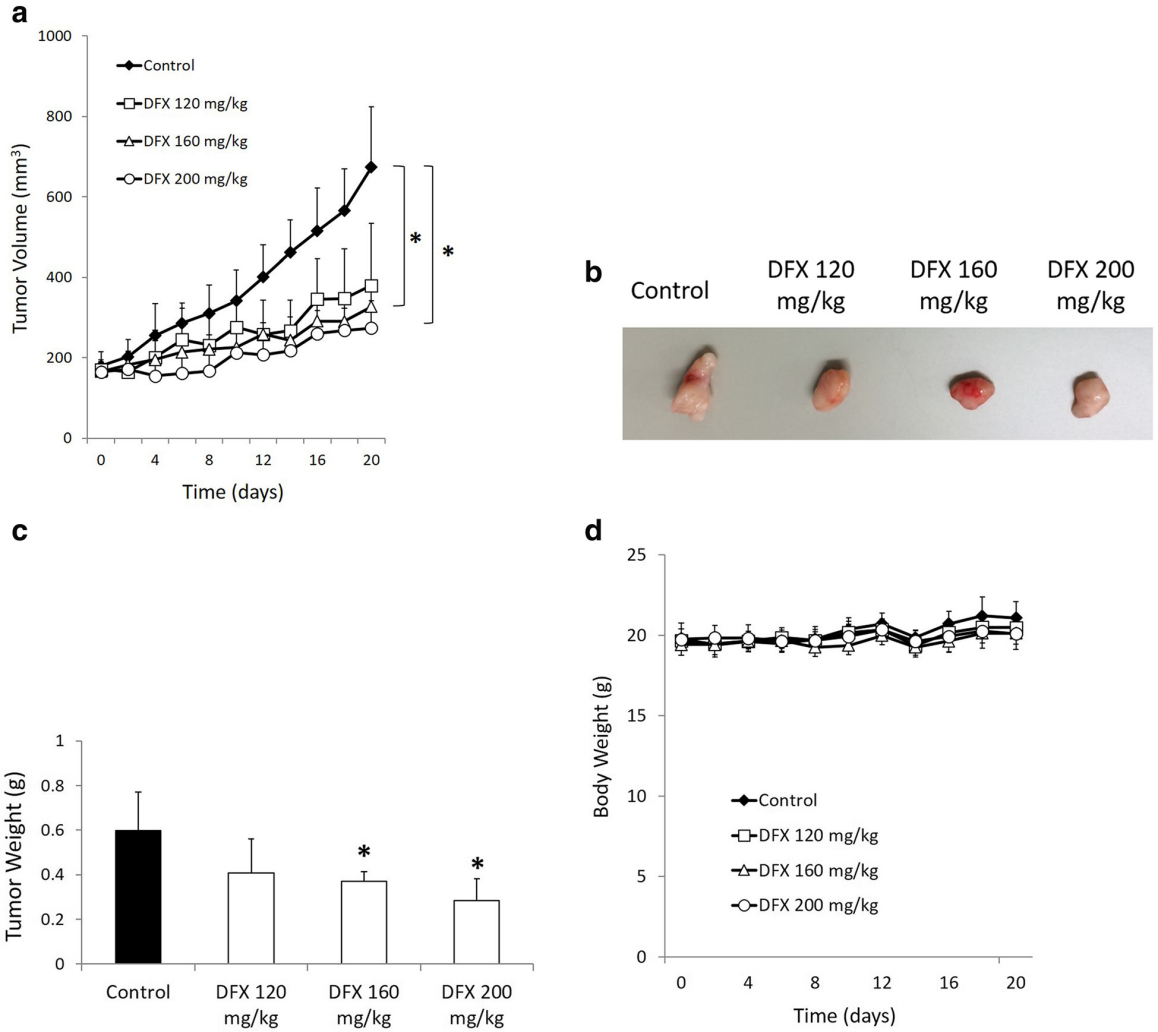
Orally administered DFX markedly inhibited the growth of pancreatic cancer xenografts in nude mice. **a** DFX (160 and 200 mg/kg orally, given by gavage every second day, for a total of three treatments per week for 21 days) significantly inhibited the growth of human pancreatic cancer BxPC-3 xenografts in vivo. **b** The removed tumors were measured and processed for immunohistochemistry and genetic analyses. **c** The removed tumors from mice treated with 160 and 200 mg/kg oral DFX weighed significantly less than the control tumors. **d** The average weight of mice in each treatment group during the course of treatment

**Table 2:** Serum indices from nude mice bearing a BxPC-3 xenograft that were treated orally by gavage with either the vehicle control or DFX (120, 160, or 200 mg/kg) every second day (three treatments per week) for 21 days

	Units	Treatment groups			
		Vehicle control	Deferasirox		
			120 mg/kg	160 mg/kg	200 mg/kg
Ferritin	ng/ml	18.3 ± 1.9	20.6 ± 2.9	8.6 ± 1.4*	9.8 ± 1.5*
Total protein	g/dl	5.0 ± 0.3	5.4 ± 0.3	5.3 ± 0.4	5.3 ± 0.3
Albumin	g/dl	3.2 ± 0.2	3.3 ± 0.1	3.4 ± 0.1	3.4 ± 0.1
Aspartate aminotransferase	U/l	89.2 ± 15.8	106.2 ± 32.6	155.2 ± 97.9	146 ± 58.9
Alanine transaminase	U/l	23.6 ± 1.9	29.2 ± 8.2	28.4 ± 9.6	28.8 ± 7.2
Lactate dehydrogenase	U/l	243.6 ± 37.9	242.6 ± 18.2	243.8 ± 23.1	243.6 ± 21.7
Blood urea nitrogen	mg/dl	560.6 ± 112.7	578.2 ± 65.5	669 ± 43.9	689.8 ± 101.9
Creatinine	mg/dl	17.6 ± 1.2	14.2 ± 2.1	14.4 ± 0.6	15.8 ± 1.3

*p <0.05 vs. control

**Fig. 6:**
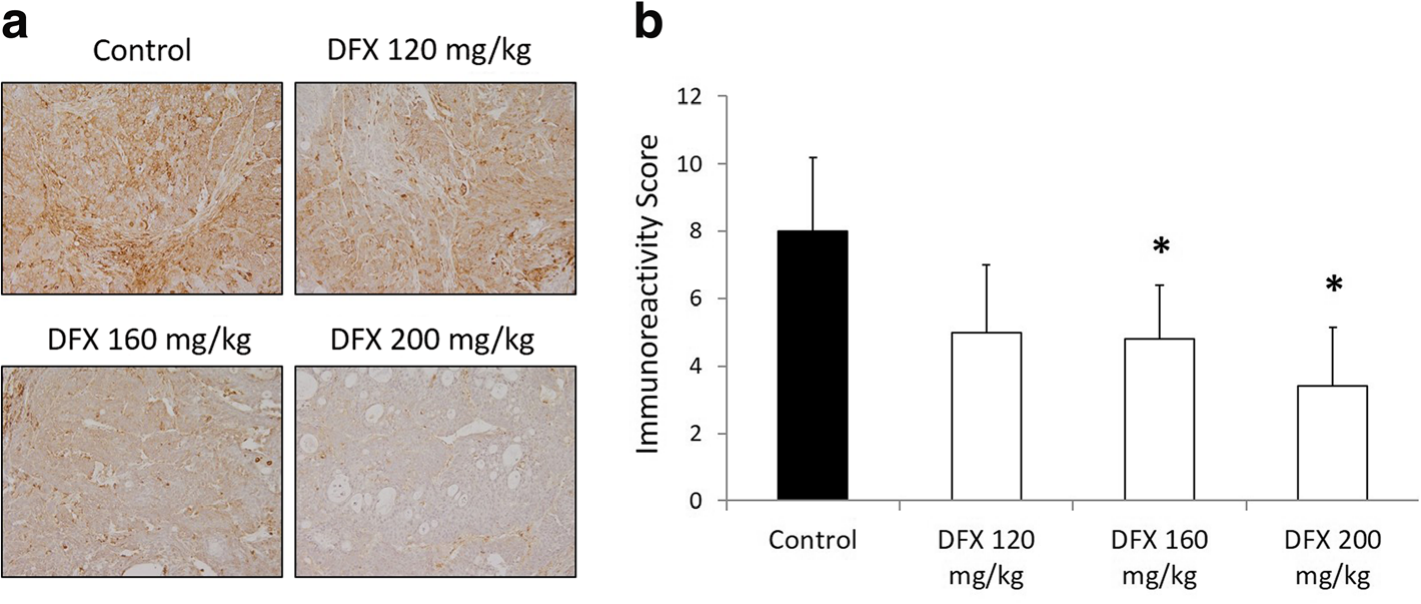
Orally administered DFX reduced ferritin-H protein levels of removed tumors in immunohistochemical analyses. **a** Immunohistochemistry was performed on the removed tumors with antibody specific to ferritin-H. **b** The slides were scored for the percentage of positive cells (0 = 0–5, 1 = 6–25, 2 = 26–50, 3 = 51–75 and 4 = 76–100 %) and intensity (0 = negative, 1 = weak, 2 = moderate, 3 = strong). The immunoreactivity score was calculated as the percentage of positive cells multiplied by the score for the staining intensity. The immunoreactivity scores of removed tumors treated orally with 160 and 200 mg/kg of DFX were significantly lower than that of control tumors. The data are presented as the mean ± SD (*n* = 5 mice per group). For statistical analysis, each treatment was compared with the control. *p <0.05, **p <0.01 vs. control

### DFX downregulated genes in the pancreatic adenocarcinoma signaling pathway

To investigate the genetic effect of DFX in pancreatic cancer, we examined gene expression alternations in the removed tumors exposed to DFX. From the results of the cancer xenograft experiments, we found that the tumors treated with 200 mg/kg oral DFX were suitable for examining gene expression alterations. Thus, three tumors were randomly chosen from the tumors treated with 200 mg/kg oral DFX, and another three tumors were randomly chosen from the control tumors. 

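RNA from 3 control tumors and 3 tumors treated with 200 mg/kg oral DFX for 21 days was labeled and hybridized to one-color human 60-mer arrays, 1 tumor per array. The tumors were xenografts of BxPC-3, a human pancreatic adenocarcinoma cell line, in nude mice, so that the RNA could also hold mouse transcripts from the host. All 6 arrays lay on 1 slide. The control tumors were in row 1 and the DFX-treated tumors in row 2 of that slide, so a difference between rows cannot be told apart from the treatment. The authors deposited the scanner's intensities for each spot, with a background-subtracted signal, a p-value for the difference of each spot from its background, and flags for spots well above background. The paper's methods give log2 transformation, quantile normalization and the exclusion of control probes and of probes without a detection p-value under 0.05 in all samples. Those steps were applied here to the background-subtracted signal of 58717 spots, which stand for 50599 probes. Spots flagged as outliers were left out after normalization, and the spots of a probe were averaged. Between 53.9% and 56.5% of the probes were well above background on 5 of the arrays, and 50.3% on the array of DFX replicate 2. No spot was saturated. The detection filter left 31807 probes. It is two-sided, so it also kept 1201 probes that were not positive and significant over background on at least one array. Across the kept probes, the correlation of log2 intensities between arrays was 0.983 to 0.990 among control tumors, 0.984 to 0.987 among DFX-treated tumors and 0.980 to 0.988 between the groups. Each probe was tested with limma, and a gene with several probes is represented by its brightest tested probe unless stated otherwise. Where a probe was well above background on no array of a group, only a lower bound of the fold is given. That bound sets the brighter group's mean against the lowest signal well above background, or the probe's own where higher, on each array of the dimmer group. Such a bound holds for the processing described here only. The number of arrays limits the precision of each value.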

After the whole genome microarray analysis, a total of 2412 genes were recognized as differentially expressed with a significance cutoff of *p* <0.05. These genes were imported into the IPA, and pathway analyses were performed. 

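At an unadjusted p under 0.05 in limma, 2675 of the 31807 tested probes differed between the DFX-treated and the control tumors, which is 8.41% of them, where 5% would be 1590 probes. These probes carried 2455 different gene names. When only the brightest probe of a gene was counted, 1812 of 22718 genes passed. After Benjamini-Hochberg adjustment over all tested probes, limma called 0 probes at an adjusted p under 0.05, and the lowest adjusted p was 0.0675. The linear model without moderation of the variance called 2631 probes unadjusted and 0 adjusted. The Kruskal-Wallis H test, which the methods name for in vivo experiments, gave 4927 probes unadjusted and 0 adjusted, the largest move of the count among the alternatives. With 3 tumors per group its p falls under 0.05 whenever the groups do not overlap. Such a separation was found for 15.5% of the tested probes, where chance gives 10%. Of the 2675 probes, 1573 (58.8%) were lower and 1102 (41.2%) were higher in the DFX-treated tumors. This split depended on the scaling between arrays, since 42.6% were lower after 75th percentile scaling and 71.8% after median scaling. The median size of the change was 0.54 on the log2 scale, and 378 probes changed at least 2-fold. Calls were made for 7.31% of the probes well above background on all arrays and for 12.0% of the others.

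**Figure D1:**
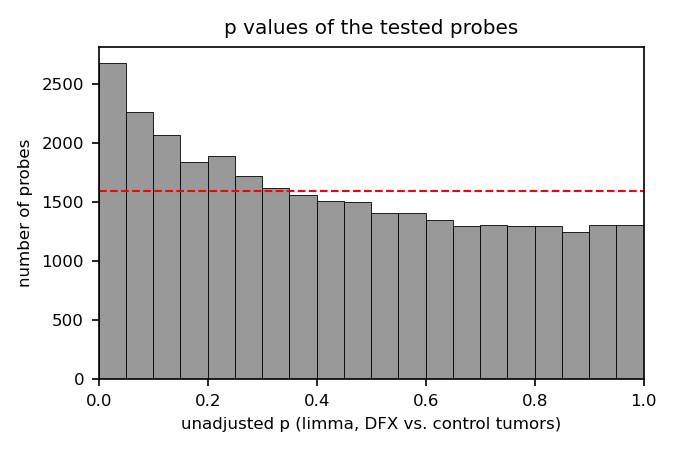
Unadjusted p from limma (horizontal axis) for the 31807 tested probes, with the number of probes in each interval of 0.05 on the vertical axis. The first bar holds 2675 probes, and the dashed line marks the 1590 probes that an even spread would put in each bar.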

The top canonical pathways are shown in Fig. 7a. 

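The gene list that the IPA software uses was not used here. As a stand-in, 79 genes of pancreatic cancer signaling, with PI3K, JAK-STAT and TGF-β genes among them, were listed before the data were examined, and 76 of them had a tested probe. Any probe at an unadjusted p under 0.05 in limma was found for 19 of the 76 genes (25.0%), against 10.8% of the other 22642 tested genes. Of these 19 genes, 14 were lower and 5 higher in the DFX-treated tumors. The list holds all 18 genes shown in Fig. 7c, which the study picked from these same tumors, so the excess is not independent evidence. Among the other 58 genes of the list, 2 had such a probe (3.45%), a share that is low by the same selection, since genes with a call were taken out. Judged by its brightest probe only, 10 of the 76 genes passed, against 7.96% of the other genes. The median log2 fold change of the 76 genes was 0.014, with 37 genes lower and 39 higher, and the mean was -0.014. A set test with limma's camera gave an adjusted p of 0.911 over 8 lists. Adjusted over the list alone, 0 of the 76 genes passed 0.05, as over all genes tested with limma.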

Pancreatic adenocarcinoma signaling was identified as one of the top canonical pathways. This observation indicated that DFX strongly affected xenografted pancreatic cancer genetically. 

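The 5 largest rises and the 5 largest falls were taken among genes with an unadjusted limma p under 0.05 and no overlap between the groups, because no gene passed the adjusted threshold. Of the rises, 4 are given here. FABP1, a fatty acid binding protein gene on chromosome 2 (probe from 88422598 to 88424046, hg19), rose from a normalized log2 intensity of 3.35 ± 1.01 (SD, n = 3) to 7.65 ± 0.94 (SD, n = 3), and only 1 control array measured it well above background. REG4 and MUC17 had log2 fold changes of 3.64 (standard error 1.37) and 3.22 (standard error 0.81). The control tumors differed widely in these genes, with REG4 at 7.43, 8.19 and 3.09 in control replicates 1, 2 and 3. SI was not well above background on any control array and was at least 4.17-fold higher in the DFX-treated tumors. Across the alternatives, the log2 fold changes were 1.70 to 4.85 for FABP1, 2.07 to 4.62 for REG4 and 2.11 to 4.10 for MUC17. For SI they were 0.77 to 3.58, so the sizes for FABP1 and SI depended on the processing. The adjusted p of these 4 genes was 0.50 to 0.58 in limma with Benjamini-Hochberg adjustment. REG4 no longer passed without DFX replicate 1 or 2, at 3.23 and 3.55, and was at 2.07 without control replicate 3. Across the alternatives, the log2 fold change of JAM2 was -2.40 to -0.33. It was at least 1.32-fold lower here, as it was not well above background in any DFX-treated tumor. The same held for IRX1, whose control signal rested on replicate 3, at 7.87 against 4.62 and 4.76, and which no longer passed under 9 of 20 alternatives, so no fold is given for it. LOC349196 and FLRT1 were also not well above background there, and their control signal was too low to give a fold. SULT6B1 had a log2 fold change of -2.03, and of -2.63 to -0.78 across the alternatives, with 1 DFX array well above background. LOC349196 had the lowest adjusted p of all probes.

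**Figure D2:**
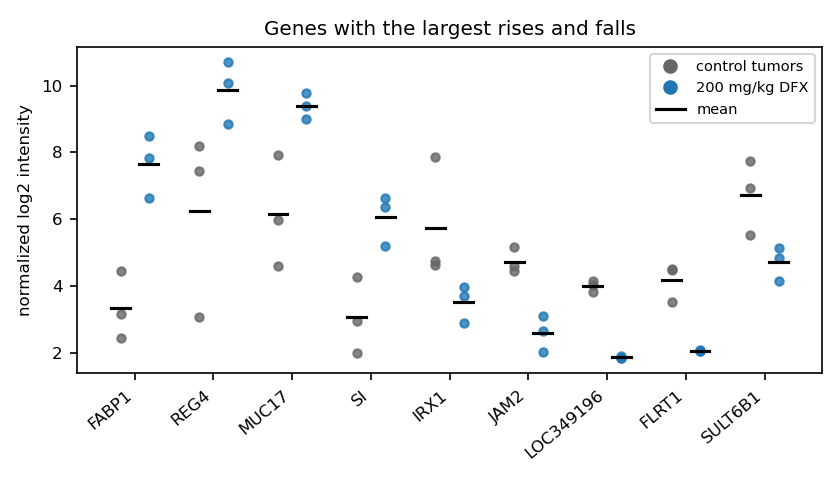
Normalized log2 intensity (vertical axis) of 9 of these genes in each of 3 control tumors and 3 tumors treated with 200 mg/kg DFX, with the group means as bars. FABP1 lies between 2.45 and 4.45 in control tumors and between 6.64 and 8.50 in DFX-treated tumors.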

A heatmap of differently expressed genes included in pancreatic adenocarcinoma signaling is shown in Fig. 7c. Genes highlighted in red indicate upregulation versus the control tumors, while green indicates downregulation in the treated tumors. 

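The 18 genes of the heatmap in Fig. 7c were looked up one by one on the arrays. They had 32 tested probes, of which 17 had an unadjusted limma p under 0.05, 1 for each of 17 genes. These 17 probes had the directions drawn in Fig. 7c, 12 lower and 5 higher in the DFX-treated tumors, and each separated the groups without overlap. JAK1 was the other gene, with a log2 fold change of -0.22 (standard error 0.094, unadjusted p = 0.0581 from limma). For the 15 of them well above background in both groups, the sizes of the changes were 0.28 to 0.91 on the log2 scale. The adjusted p of the 17 probes was 0.51 to 0.59 in limma. For 8 of the 17 genes the probe with the call was not the brightest of the gene. The brightest CDC42 probe had a log2 fold change of -0.0030 (standard error 0.11) where the called probe had -0.91. The array's design assigns these probes to different CDC42 transcripts, so they need not measure the same RNA. The called probe was much dimmer, with a control mean of 6.01 against 14.53. For RAC2 the log2 fold changes of the brightest and the called probe were -0.22 and -0.66. For PIK3CD the brightest probe had 0.043, and the called probe was well above background in only 1 control tumor, too low to give a fold. By the brightest probe, 12 of the 18 genes were lower, 6 were higher, and 9 had an unadjusted p under 0.05. SMAD4 was measured well above background in 2 control tumors and in no DFX-treated tumor, at least 1.16-fold lower. With 1 tumor left out, between 7 and 12 of the 18 genes kept a call.

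**Figure D3:**
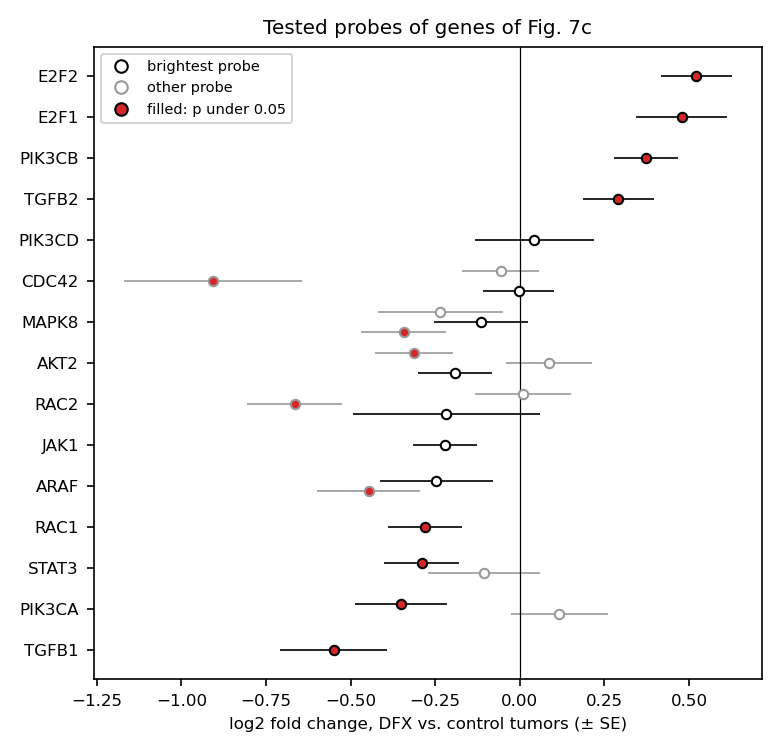
Log2 fold change (horizontal axis, with the standard error from limma) of 26 tested probes of 15 of the genes, listed on the vertical axis. Filled circles have an unadjusted p under 0.05 and black outlines mark the brightest probe of each gene. For CDC42 the filled circle lies at -0.91 and the brightest probe at -0.0030. SMAD4 and the called PIK3CD probe, near background, are not drawn.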

According to the heatmap, most genes in the pancreatic adenocarcinoma signaling pathway were downregulated by DFX. Specifically, transforming growth factor-ß1 (TGF- ß1) was strongly inhibited. 

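TGFB1 had 1 tested probe, on chromosome 19 (from 41838142 to 41847802, hg19), well above background on all 6 arrays. Its normalized log2 intensity was 10.67 ± 0.23 (SD, n = 3) in the control tumors and 10.12 ± 0.14 (SD, n = 3) in the DFX-treated tumors, so the linear signal decreased by 31.7%. The log2 fold change was -0.55 (standard error 0.16), with an adjusted p of 0.514 from limma with Benjamini-Hochberg adjustment and an unadjusted p of 0.0127. All 3 DFX-treated tumors lay below all 3 control tumors, at 10.20, 10.20 and 9.95 against 10.41, 10.72 and 10.87. With each tumor left out in turn, the log2 fold change stayed between -0.68 and -0.45 and the unadjusted p stayed under 0.05. Among the 1455 genes with a lower probe at that threshold, 703 had a larger fall than TGFB1, a count that includes probes near background. Among the 892 of these genes with such a probe well above background on all arrays, it was 236. Of the 12 genes of Fig. 7c called lower, 3 had a larger fall by the called probe, namely SMAD4 (near background), CDC42 and RAC2. The paper's microarray results hold this decrease and also TGF-β1 as a top upstream regulator. The paper takes those results together with earlier reports on TGF-β in pancreatic cancer and on iron chelators. From them it concludes that DFX works by suppressing TGF-β signaling.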

The top upstream regulators are shown in Fig. 7b; TGF- ß1 was also a top upstream regulator. These data demonstrated that the antiproliferative activities of DFX were sustained genetically.

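IPA infers upstream regulators from the genes known to respond to them. Responses to TGF-β1 were examined with a list of 27 genes that was fixed before the data were examined, of which 26 had a tested probe. Their median log2 fold change was 0.015, with 13 genes lower and 13 higher in the DFX-treated tumors, and limma's camera gave an adjusted p of 0.616. Adjusted over the list alone, 0 genes passed 0.05. At an unadjusted limma p under 0.05, JUNB was lower (log2 fold change -0.54) while SMAD6 (0.70) and ANGPTL4 (0.75) were higher, each without overlap between the groups. Of the other regulators in Fig. 7b, TNF was well above background in only 1 control tumor and no DFX-treated tumor, and was at least 1.05-fold lower. OSM had no probe that passed the detection filter.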

**Fig. 7:**
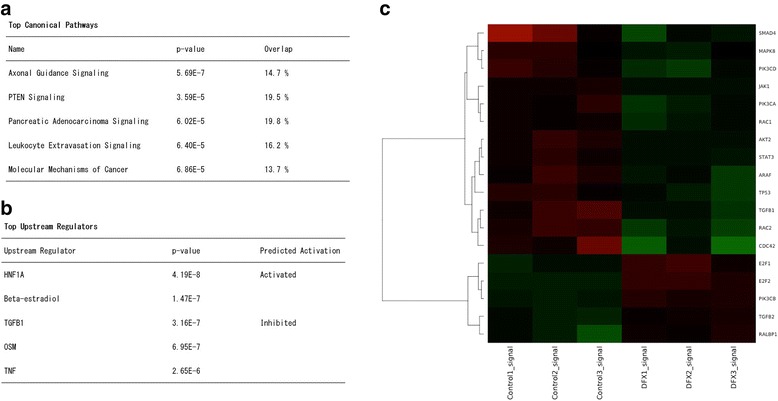
DFX downregulated the genes in pancreatic adenocarcinoma signaling. A total of six tumors, three tumors from mice treated with 200 mg/kg oral DFX, and three tumors from the controls, were chosen to examine gene expression alternation. A total of 2412 genes differentially expressed with a significance cutoff of *p* <0.05 were imported into the IPA. **a** Top canonical pathways by DFX treatment in the removed tumors. Pancreatic adenocarcinoma signaling was observed. **b** Top upstream regulators by DFX treatment in the removed tumors; TGF- ß1 was strongly inhibited. **c** A heatmap of differently expressed genes in the Pancreatic Adenocarcinoma Signaling pathway. Most of the genes were downregulated after DFX treatment

## Discussion

The antiproliferative activity of iron chelators was first demonstrated on leukemia in cell cultures and clinical trials [24, 25]. Then, the antiproliferative activity of iron chelators was demonstrated in solid tumors, including pancreatic cancer tumors, and in cell culture in recent studies [15, 26, 27]. DFO was the first commercially available iron chelator to be used for the treatment of iron-overload disease [28]. DFO has also been used for studies researching the antiproliferative activity of iron chelators in cell cultures and clinical trials [13–15, 25–27]. Although DFO exhibits antiproliferative activity, this chelator has serious limitations because it is not utilized by the body if administered orally and has a short serum half-life. DFO needs to be given parenterally (either subcutaneously or intravenous infusion) for long periods, typically 8–12 h per day, which has led to poor patient compliance. On the other hand, DFX, a recently identified iron chelator, can be administered orally once daily because it is orally active and has a long half-life of 7–18 h. DFX is currently used for the treatment of iron-overload disease and is considered an alternative to DFO [16]. The antiproliferative activity of DFX has been investigated in various cancers [22, 23, 29, 30]. However, there have previously been no studies of the effects of DFX in pancreatic cancer; this study is the first to elucidate the antiproliferative activity of DFX against pancreatic cancer cells.

We examined the in vitro antiproliferative activity of DFX using an MTS assay in three pancreatic cancer cell lines: BxPC-3, HPAF-II, and Panc 10.05. We observed a dose-dependent antiproliferative activity of DFX in pancreatic cancer cell lines, consistent with the results of previous studies in esophageal cancer cell lines [22] or lung cancer cell lines [23]. Although a number of studies have attempted to elucidate the anti-cancer mechanisms of iron chelators, their mechanisms are not well known [12]. Especially in pancreatic cancer, there have been few studies investigating the effect of iron chelators as anticancer agents [15]. To investigate the mechanisms of the antiproliferative activity of DFX, we examined the effects of DFX on the cell cycle and apoptosis in pancreatic cancer cell lines. We observed that 10 μM DFX inhibited pancreatic cancer cell proliferation by arresting the cell cycle in the S phase, and 50 and 100 μM DFX inhibited pancreatic cancer cell proliferation by inducing apoptosis. These anti-cancer mechanisms of DFX are consistent with those found in previous reports for most iron chelators [15, 31, 32].

We next assessed the ability of DFX to inhibit pancreatic cancer growth in vivo using a murine xenograft model. We administered DFX at doses of 120, 160, and 200 mg/kg every second day, totaling three treatments per week for 3 weeks. The doses of 160 and 200 mg/kg of DFX successfully inhibited tumor growth and decreased serum and tumor levels of ferritin. Initially, we attempted to administer DFX at doses of 20–40 mg/kg every second day, for three treatments per week for 3 weeks because a 20 mg/kg per day regimen is considered suitable in patients with iron overload [33]. However, in nude mice, 20–40 mg/kg DFX did not inhibit tumor growth or reduce serum levels of ferritin (data not shown). In fact, even a dose of 120 mg/kg of DFX failed to significantly suppress either tumor growth or serum and tumor ferritin levels. The 3-week experiment may have been too short to assess the effects of a normal dose of DFX in this xenograft model. However, it is important to note that decreased serum and tumor levels of ferritin were observed in the mice that received 160 or 200 mg/kg doses of DFX administration, and the xenografted tumors were markedly suppressed. Furthermore, no serious effects on body weight and biological indices were observed. A previous in vivo study using DFX also demonstrated the importance of iron depletion in the xenografted tumor for cancer therapy [22]. According to our study, we believe that DFX demonstrates antiproliferative activity by decreasing serum levels of ferritin, which is reflected as iron depletion in the tumor.

To assess the genetic effects of DFX for pancreatic cancer, we conducted microarray analysis using in vivo samples. Most genes included in pancreatic adenocarcinoma signaling, especially TBF- ß1, were downregulated by DFX administration. A previous study revealed that TGF- ß overexpression is associated with early recurrence following resection and decreased survival in patients with pancreatic cancer [34]. TGF- ß1 also plays pivotal roles in driving epithelial-mesenchymal transition (EMT) in the pathogenesis of pancreatic cancer [35, 36]. In fact, the TGF- ß signaling inhibitor displays antiproliferative activity for pancreatic cancer [37]. A recent review article also demonstrated that iron chelators can target several pathways, including the TBF- ß pathway, to subsequently inhibit cellular proliferation, EMT and metastasis [38]. This evidence, combined with the results of our microarray analysis, indicates that DFX works as anticancer agent by suppressing TGF- ß signaling.

## Conclusions

We first elucidated that DFX has potential as a therapeutic agent for pancreatic cancer. We demonstrated that DFX inhibits pancreatic cancer cell growth by arresting the cell cycle and inducing apoptosis. Furthermore, DFX inhibited pancreatic cancer growth in vivo in a murine xenograft model. Genetically, TGF- ß1 plays a key role in the effect of DFX against pancreatic cancer. Because DFX is a commercially available oral iron chelator, its clinical application can be considerable. While further extensive studies are required, the DFX treatment strategy can be considered a novel effective and safe pancreatic cancer therapy in the near future.

## Abbreviations

DFO: Deferoxamine
DFX: Deferasirox
EMT: Epithelial-mesenchymal transition
IPA: Ingenuity pathway analysis
MTS: 3-(4,5-dimethylthiazol-2-yl)-5-(3-carboxymethoxyphenyl)-2-(4-sulfophenyl)-2H-tetrazolium, inner salt
PBS: Phosphate-buffered saline
PI: Propidium iodide
TGF- ß: Transforming growth factor-ß

How the deposited data were processed for this re-analysis (not part of the article)

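Gene expression was measured in 6 BxPC-3 xenograft tumors, 3 from mice given the vehicle and 3 from mice given 200 mg/kg oral DFX for 21 days. Groups and replicates were taken from the sample labels and the paper, and no sample was left out. The authors deposited one scanner file per array, written by Agilent Feature Extraction 10.7.1.1 (the paper's methods name 9.5.1.1), and a table of their processed values. The scanner files hold intensities on a linear scale (the raw mean, the background and a background-subtracted, processed signal), a p-value for each spot against its background, and flags; these were not normalized between arrays by the authors. The deposited table holds the authors' intensities after normalization, on a linear scale. Its values differed by a median of 0.00438% from a quantile normalization of the linear processed signal, and were used as an alternative.

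The paper's text names neither the test behind its threshold, nor the signal column, nor the column of the detection p-value. The statistics section gives the Kruskal-Wallis H test for in vivo experiments in general. Here the processed signal was log2-transformed and quantile-normalized over the 58717 non-control spots, 1398 spot values flagged as non-uniform or population outliers were left out, spots of a probe were averaged, and probes with a background p-value under 0.05 on all 6 arrays were kept (31807 of 50599). Groups were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment over all tested probes. The prior degrees of freedom were 2.04. Gene names are those of the array's design. Of 22718 tested genes, 16302 matched a symbol or synonym of the RefSeq table of GRCh38.p14, which was used for names only. Probe positions are those of the array annotation on hg19.

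A gene is represented by its brightest tested probe, and a gene was counted as called when any of its probes passed. Apart from HBA2, HBB, HBD, CDX2 and KRT20, which were chosen after their values were seen, the genes named in the text follow a rule set before the data were examined: TGFB1, the genes labelled in Fig. 7b and 7c, FTH1, FTL, TFRC, CDKN2A, SMAD4, the 5 largest rises and 5 largest falls without overlap between groups, and members of the gene lists where a list is discussed. Some of these genes are not reported here. The 8 lists (pancreatic adenocarcinoma signaling, TGF-β response, iron homeostasis, hypoxia response, S phase, G2/M, host fibroblast and host leukocyte) were written from general knowledge at the same time. They were tested with camera at a preset correlation between genes of 0.01, two-sided, adjusted over the 8 lists, with fry and camera with an estimated correlation beside it. Lists of intestinal epithelial genes and of red blood cell genes were added after the data had been examined, as were median scaling and the filter on positive and significant signal.

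The procedure was tested on simulated data for this comparison, with 31807 probes of which 200 were changed by 1 or 2 on the log2 scale in either direction. limma found 95.5% of the changed probes at an unadjusted p under 0.05 and 57.5% at an adjusted p under 0.05. It called 5.15% of the unchanged probes unadjusted and 10 of them adjusted. The Kruskal-Wallis H test called 9.99% of the unchanged probes. The alternatives covered the normalization, the background correction, the signal column, the filter on dim probes, outlier flags, the authors' processed values, the test, the replicate number and slide position as blocks, array weights, the rule for probes of a gene, and each tumor left out in turn. All arrays were on 1 slide, and the row of the slide coincides with the treatment.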

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

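The intestinal epithelial list and the tests made on it were chosen after the largest rises had been seen. The paper does not discuss intestinal epithelial genes, and these were higher in the DFX-treated than in the control tumors. FABP1, REG4, MUC17 and SI, 4 of the 5 largest rises, are genes of intestinal epithelium. A list of 35 other such genes was written without looking up their values, and 27 of them had a tested probe. Their median log2 fold change was 1.17, with 25 genes higher and 2 lower, and 12 of the 27 genes separated the groups upward. Chance separates 10% of probes in either direction. The 10000 random lists matched on mean level and on the spread within groups had medians of -0.087 to 0.39 in 95% of lists, and the largest was 0.64. They were not matched on how far genes vary together, so their range is no limit for a list whose genes do. With the 3 genes that were not well above background on any array of 1 group set to their bound, the median was 1.06. Of the 27 genes, 10 had an unadjusted limma p under 0.05, all higher, 2 passed when adjusted over the list alone, and 0 when adjusted over all probes. CDX2 had a log2 fold change of 1.17 (standard error 0.34) and KRT20 one of 2.46 (standard error 0.64), both chosen for mention after their values were seen. Relative to the mean of the control tumors, the list median was 0.25, 0.46 and -0.70 in the control tumors and 1.40, 1.27 and 0.78 in the DFX-treated tumors. An exact two-sided permutation test over the 6 tumors gave p = 0.1, the smallest it can give here. camera with the preset correlation gave p = 1.00e-11, but the genes of the list vary together (estimated correlation 0.334), and with that correlation camera gave p = 0.0801 and fry gave p = 0.0728.

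Low values in control replicate 3 alone were weighed as a technical explanation. Without that tumor the list median was 0.52, so a difference remained, although that tumor carried much of the size. Matched random lists had medians of up to 0.33 there. Because the genes of the list vary together, those lists cannot tell whether the remaining difference exceeds chance. The size also depended on background correction, with a median of 0.39 without it and 0.45 with normexp. The 16 genes well above background on all arrays had a median of 0.99. What stays open is whether these tumors differed in this program by chance, through the row of the slide or through DFX. It may be that an intestinal epithelial program varies between BxPC-3 tumors and was higher in those exposed to DFX, a hypothesis found and tested on the same 6 arrays.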

How the results depend on the processing

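Median scaling, the filter on positive and significant signal and the intestinal epithelial and red blood cell lists were chosen after results had been seen. TGFB1 kept its direction and an unadjusted p under 0.05 under all alternatives run, with log2 fold changes of -0.68 to -0.45, the ends being without control replicates 1 and 3. The cause was not tested for the moves given here.

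The count of genes at an unadjusted p under 0.05 was 2455 in limma. It was 4397 with the Kruskal-Wallis H test and 3794 with array quality weights, and the count of probes was 4927 and 4213. With 1 tumor left out the gene count was 1761 to 2484. Of the 2675 called probes, 1808 were shared with the model without moderation, 1732 with the replicate block and 2607 with the authors' processed values. With 1 tumor left out, 1379 to 1670 of them were shared. At an adjusted p under 0.05, 2 probes passed with normexp, 2 with the raw mean signal, 2 among probes well above background on all arrays, 2 with median scaling and 3 with array quality weights. These were the 2 bright HBA2 probes, and LOC349196 with array quality weights.

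The share of calls that were lower was 42.6% with 75th percentile scaling, 71.8% with median scaling, 54.9% with normexp, 54.4% with the raw mean signal, 61.8% with no filter on dim probes, 55.4% among probes well above background on all arrays and 63.1% with detection in one group, against 58.8%. It was 55.3% to 62.0% with 1 tumor left out. Median scaling moved the median of all tested probes to -0.10.

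List medians near 0 changed sign easily. For the pancreatic adenocarcinoma list the median was -0.00061 with the raw mean signal, -0.049 with the mean of all probes of a gene, -0.095 with median scaling and -0.036 to 0.010 with 1 tumor left out. For TGF-β response it was -0.015 with no filter on dim probes, -0.0053 with array quality weights, -0.057 with median scaling and -0.019 to 0.086 with 1 tumor left out. Without control replicate 2 that list was higher with an adjusted p of 0.0475 from limma's camera, where its alternatives ranged up to 0.927. For iron homeostasis it was 0.027 with array quality weights, 0.0026 with the mean of all probes and -0.014 to 0.042 with 1 tumor left out. With median scaling it kept its sign, at -0.13. For host fibroblasts it was 0.0049 with the raw mean signal, 0.063 among probes well above background and -0.24 to 0.053 with 1 tumor left out. With array quality weights it kept its sign, at -0.27 with an adjusted p of 0.170 from limma's camera. For host leukocytes it was 0.017 with 75th percentile scaling, 0.15 among probes well above background, 0.058 with array quality weights and -0.054 to 0.012 with 1 tumor left out. For G2/M it was 0.045 with array quality weights and -0.26 to 0.082 with 1 tumor left out, the lowest without control replicate 1 with an adjusted p of 0.0359 from limma's camera, where its alternatives ranged up to 0.940.

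The hypoxia response and S phase lists passed camera with the preset correlation, but neither passed fry or camera with the estimated correlation, which leave the medians of 0.18 and 0.11 as they are. The hypoxia median was -0.00086 with array quality weights and 0.010 to 0.26 with 1 tumor left out, and no longer passed without control replicate 1, control replicate 3 or DFX replicate 3. The S phase median was 0.10 with 75th percentile scaling and 0.0057 with median scaling, neither of which passed. It was 0.016 to 0.23 with 1 tumor left out, and no longer passed without control replicate 1, DFX replicate 1 or DFX replicate 2.

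The deviations of tumors with the same replicate number had correlations of 0.027, 0.027 and 0.016, so the numbers do not pair the tumors. With the replicate block the counts were 2243 genes and 2419 probes, and the S phase median of 0.11 no longer passed, with an adjusted p of 0.0673 from limma's camera, where its alternatives ranged from 2.05e-06 to 0.911.

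Of 1072 values for the other 52 named probes, 933 kept their direction and their side of the threshold, 108 no longer passed, 10 newly passed and 21 changed sign. The brightest CDC42 probe was 0.0058 with normexp, 0.0059 with the raw mean signal, 0.018 with array quality weights and -0.048 to 0.034 with 1 tumor left out. With array quality weights the brightest probes of PIK3CD and FTL were at -0.021 and 0.043. With median scaling those of FTH1 and CDKN2A were at -0.028 and -0.090. With 1 tumor left out, PIK3CD was -0.094 to 0.16, RAC2 -0.51 to 0.026, FTH1 -0.012 to 0.15, FTL -0.058 to 0.060, CDKN2A -0.12 to 0.20 and HBB -0.83 to 0.20. The red blood cell list had a median of -0.0014 with no filter on dim probes, -0.13 with the mean of all probes and -0.040 to 0.10 with 1 tumor left out.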

Differences from the paper's values

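The paper's count of 2412 differentially expressed genes and the 2455 found here are within 1.5 times of each other. Among all alternatives run, only the Kruskal-Wallis H test (4397) and array quality weights (3794) gave a count further away.

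Fig. 7c draws JAK1 lower among the differentially expressed genes, and here its unadjusted p was 0.0581 in limma. It passed with normexp, with the raw mean signal, with no filter on dim probes, with detection in one group, without moderation of the variance, with the Kruskal-Wallis H test and with array quality weights, and with median scaling, which was chosen after seeing the values. Fig. 7c draws PIK3CD lower, while its brightest tested probe had a log2 fold change of 0.043. Another PIK3CD probe, near background, was lower.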

Other observations

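The tests on red blood cell genes, on the row of the slide and on the scaling were chosen only after the results had been seen, and those on other splits, the host lists and SMAD4 were set before the data were examined.

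The split into control and DFX-treated tumors gave more probes at an unadjusted p under 0.05 than the other 9 splits of the arrays into 3 and 3, with 2675 against 867 to 2030. As 1 of 10 splits is the smallest share this design can give, chance cannot be excluded. The row of the slide cannot be told apart from the treatment. Labeled spike-in RNA well above background differed between the rows by a median of 0.072 on the log2 scale after 75th percentile scaling. The spread among control arrays was 0.17 to 0.32 (SD), and the dimmest of these spike-ins differed by 0.26. The spike-ins not well above background on all arrays were higher by 0.42 and 0.46 in the row of the DFX-treated tumors, without overlap between the rows. Dim spike-ins thus differed between the rows, and a row effect on other probes is not excluded. The share of lower calls was 42.6% with 75th percentile scaling, so the excess of downregulation depends on the scaling.

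HBA2 had the lowest p after LOC349196. Its brightest probe, on chromosome 16 (from 223560 to 223619, hg19), had a log2 intensity of 12.46 ± 0.20 (SD, n = 3) in control tumors and 10.53 ± 0.057 (SD, n = 3) in DFX-treated tumors. Another bright probe had a log2 fold change of -1.99. The adjusted p was 0.0928 in limma for both bright probes, and 0.00495 to 0.0384 under the 5 alternatives in which they passed. HBD was also lower (log2 fold change -1.12), while HBB was at -0.45 (standard error 0.56) and at 0.20 without control replicate 1. HBA2, HBD and HBB were chosen for mention after their values were seen. A candidate explanation is fewer red blood cells, of the host, in the treated tumors. A list of 22 red blood cell genes, which holds HBA2 and others already seen, had 15 tested genes with a median of 0.066 and a mean of 0.029. Tests of the list gave fry p = 0.00871, downward, camera p = 0.0126 with the preset correlation and camera p = 0.575 with the estimated correlation. Adjusted over the list alone, HBA2 and HBD passed, 2 genes already seen. Members went both ways, and how human probes respond to mouse transcripts was not tested, so this stays open, as does a change in the tumor cells' own HBA2.

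Fewer mouse host cells could lower host markers together. The host fibroblast list had a median of -0.037 over 18 tested genes and the host leukocyte list one of -0.027 over 17, each with an adjusted p of 0.911 from limma's camera. Fibroblast genes went both ways, with DCN at 11.49 in control tumors and a log2 fold change of -1.30, and COL6A1 at 8.59 and 1.37, so these medians leave the question open. How many of these genes the tumor cells express was not tested.

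BxPC-3 is commonly described as lacking SMAD4 and CDKN2A, which was not tested on DNA here. Of the 18 measurements of 3 SMAD4 probes on 6 arrays, 3 were well above background, so the lower SMAD4 value may come from signal without the gene. For CDKN2A, one probe was bright, at 9.86 ± 0.33 (SD, n = 3) in control tumors, with a log2 fold change of 0.016 that was -0.090 with median scaling, while another probe was not well above background on any array.

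The paper reports less ferritin-H protein in tumors at this dose. The arrays measured mRNA and not protein, so the values given here cannot decide for or against that result. FTH1 mRNA, at 17.04 ± 0.16 (SD, n = 3) in control tumors and 17.11 ± 0.037 (SD, n = 3) in DFX-treated tumors, had a log2 fold change of 0.069 (adjusted p = 0.885 in limma), and -0.028 with median scaling. Other bright FTH1 probes gave 0.069, -0.20 and -0.17, and those at -0.20 and -0.17 were lower in all 3 DFX-treated tumors than in the control tumors, which chance gives for 10% of probes in either direction. FTL was at -0.015, and at 0.043 with array quality weights, and other FTL probes gave 0.030 and -0.14. TFRC had a log2 fold change of -0.41 (adjusted p = 0.553 in limma), lower in all 3 DFX-treated tumors than in the control tumors. The iron homeostasis list had a median of -0.0099 and a mean of 0.044 over 22 genes (adjusted p = 0.980 from limma's camera), with 1 gene passing when adjusted over the list alone. Of these genes, 12 were lower and 10 higher. The list holds genes that may go both ways, so its median and camera cannot decide whether iron genes responded.

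The hypoxia response list had a median of 0.18, with 23 of 29 genes higher, among them VLDLR at 1.14, and camera with the preset correlation gave an adjusted p of 0.00481 in limma. Its genes vary together (estimated correlation 0.626), and with that correlation the adjusted p was 0.911 in limma. By tumor, the median relative to the control mean was 0.44 in DFX replicate 3 but -0.057 and 0.058 in the other DFX-treated tumors, and 0.20 in control replicate 2. The S phase list had a median of 0.11 with 24 of 30 genes higher (adjusted p = 0.00784 with the preset and 0.911 with the estimated correlation in limma's camera), and holds E2F1 and E2F2, which the study picked from these tumors. The G2/M list had a median of -0.085 with 22 of 28 genes lower (adjusted p = 0.911 in limma's camera). The paper reports S phase arrest in cultured cells, and in these tumors no difference of the S phase list passed once the correlation between genes was estimated. No explanation for these lists was tested.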
